A study of Mus musculus with 4 samples. Its data were reported in "DPPA3 facilitates genome-wide DNA demethylation in mouse primordial germ cells" (2024).

How the data were processed

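CG methylation was measured by whole-genome bisulfite sequencing (WGBS) in fully grown oocytes (FGOs), which are oocytes at the end of their growth phase in the ovary, from C57BL/6 mice. Libraries were made by post-bisulfite adaptor tagging, a method that adds adaptors after the bisulfite reaction so that DNA broken by the reaction is still sequenced. Per the labels, 2 libraries came from FGOs heterozygous for Dppa3 (also called Stella), here named control FGO, and 2 libraries came from Dppa3 knockout (KO) FGOs. The labels do not say whether the libraries of a group came from separate animals, so part of the spread between them may be technical. The study calls them biological replicates. Bisulfite treatment reads 5-methylcytosine and 5-hydroxymethylcytosine alike, so a methylation level here is the sum of both.

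The authors trimmed the reads with Trim-Galore! and mapped them to the mouse genome mm10 (GRCm38) with Bismark 0.20.0. The deposited values are, for each cytosine of a CG on each strand, the percent of reads called methylated and the count of methylated and of unmethylated reads. The deposited percent differed from the level recomputed from the counts by at most 0.055 percentage points, which is the rounding of the files. All listed positions were CG cytosines of the reference on chromosomes 1 to 19 and X, and 0 positions in each library lay elsewhere. Cytosines with fewer than 3 or more than 100 reads are in the files, so the coverage limits that the study states were applied here. Whether duplicate reads were removed is not given in the sources used here, and PCR copies of 1 molecule would make a level look more precise than it is. The bisulfite conversion rate was not recomputed, since reads outside CG sites were not used here.

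The libraries held 292455447 and 94792267 read calls in control FGO replicates 1 and 2, and 398265001 and 85847221 in KO replicates 1 and 2. The median coverage of a listed cytosine was 6 and 2 reads in the control libraries and 8 and 2 reads in the KO libraries. After the limits of 3 to 100 reads, 29772623 and 13029446 cytosines remained in the control libraries and 32306890 and 11863986 in the KO libraries, out of 42706184 CG cytosines of the reference. Both groups therefore hold a deep replicate 1 and a shallow replicate 2. In the library with the fewest reads, a tested 10-kb window had a median of 151 reads and a tested promoter a median of 89 reads.

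A methylation level was the sum of methylated counts over the sum of all counts of the CG cytosines with 3 to 100 reads in a feature. The level of each library is given with a Wilson interval at the 95% level. These intervals cover counting error only. Features were 10-kb windows, promoters (1000 bp upstream to 500 bp downstream of the gene start), exons, introns and intergenic sequence of GENCODE vM21 protein-coding and lncRNA genes, and CpG islands computed from the GRCm38 sequence (GC content of at least 0.5, observed over expected CpG of at least 0.6, length of at least 200 bp). A window or promoter was tested when each library had at least 5 informative cytosines in it. Soft-masked bases of the reference stood for repeats, since no repeat families were annotated here. Coordinates are 1-based positions of mm10. The matched identity of each gene is its GENCODE identifier, and the promoter interval is given for some of the named genes.

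The comparison was Dppa3 KO FGO against control FGO, with all 4 libraries kept apart. Methylated and unmethylated counts were tested with edgeR's quasi-likelihood test, with an effect for each library, a methylation term and a KO by methylation term, and p-values were adjusted by the Benjamini-Hochberg method over the features tested. The test shares the spread among features, with 2 residual degrees of freedom per feature beside a prior of 21.6 for windows and 96.2 for promoters. An edgeR p of a named feature thus rests mostly on the shared spread and little on its own replicates. A feature was called when the adjusted p was under 0.05 and the group means differed by more than 10 percentage points. In the text, rose and fell are used for called features. Replicate numbers do not pair the libraries of the 2 groups by any label, so the test had no block. Single levels were compared with an exact two-sided permutation test. For windows grouped by control level, the class was taken from control replicate 1 and the difference from control replicate 2, so that the choice of windows does not by itself create a difference. The shares of windows that rose or fell in a class rest on calls from all 4 libraries and lack this protection.

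The test was checked on simulated counts with the coverage of these libraries and, in all of them, the spread between the 2 control libraries. The median promoter SD was 1.19 in control FGOs and 2.24 in KO FGOs. Only rises were simulated, and a feature counted as found at an adjusted p under 0.05, whatever its difference. Among 40000 simulated windows with 24000 raised, edgeR found 52.9% of changes of 10 percentage points, 91.3% of 20, 99.7% of 30 and 100% of 40. Among 40000 windows with 200 raised, it found 0%, 24%, 78% and 94% of these changes. The 200 were drawn from intermediate control levels and the larger set also from nearly unmethylated features, for windows and promoters alike. The runs therefore differ in more than the number raised. Of the windows left unchanged in that run, 4.87% had an unadjusted p under 0.05 with edgeR, and 45.8% did with a chi-square test on summed replicates. Among 25441 simulated promoters with 200 raised, edgeR found 0%, 2%, 6% and 24% of changes of 10, 20, 30 and 40 percentage points. With 15264 promoters raised, it found 70.8%, 89.3%, 96.8% and 99.5%. In that run 7.95% of unchanged promoters had an unadjusted p under 0.05 with edgeR, more than the 5% of a calibrated test. Of the promoters found, 3.41% were unchanged ones. With 200 promoters raised, 11.1% of the promoters found were unchanged ones.

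Before the data were examined, 17 gene lists were fixed: maternally methylated imprinted genes, paternally methylated imprinted regions, oocyte and maternal factor genes, germline genes, two-cell and zygotic activation genes, DNA methylation and heterochromatin factors, granulosa and somatic ovary genes, housekeeping genes, pluripotency genes, developmental transcription factors, and the Hox, olfactory receptor, vomeronasal receptor, clustered protocadherin, zinc finger protein, histone and X-linked genes. The X-linked list holds members of other lists. Each list was described by its called promoters, adjusted over all promoters and adjusted over the list alone. Limma's camera compared each list with all other promoters on log2((methylated + 0.5)/(unmethylated + 0.5)), with a preset correlation of 0.01 and with an estimated correlation, adjusted over the 17 lists. With an estimated correlation the test rests on the few residual degrees of freedom of the 4 libraries, so a list could hardly pass after adjustment. Since most promoters gained methylation, camera can place a list below the others although its median difference is above 0. The median difference of each list was also set against 10000 random lists of the same size, matched on 10 classes of control level and 3 classes of cytosine number.

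Named genes followed a rule fixed at the same time. It took Dppa3 and Chkb, up to 4 called promoters with the largest difference of each list (up to 3 for families defined by symbol and for X-linked genes), any member of both imprinting lists, the 10 protein-coding promoters with the largest increase and the 5 with the largest decrease among those with at least 10 informative cytosines in each library and both KO libraries on the same side of both control libraries, and 5 called windows in each direction with at least 20 cytosines and no overlap of the replicate ranges. Predicted genes with clone names were left out of the largest changes. The text names some and not all of the genes the rule takes.

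The alternatives were minima of 1, 5 and 10 reads, no maximum, unweighted means of cytosine levels, all libraries thinned to the total read calls of the shallowest, a replicate block, limma, a chi-square test on summed replicates, combined replicates with the difference alone, a difference above 20 percentage points, at least 20 cytosines, 2-kb windows, promoters of 500 bp either side of the gene start, combined strands, an estimated correlation for gene lists, the other control library for level classes, and each library left out in turn. The restriction to cytosines with 3 to 100 reads in all 4 libraries was added after the data were seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pyarrow 21.0.0 and matplotlib 3.10.9, and R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and version 1.17.8 of data.table. Other stages and genotypes of the study were not analysed here.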

Results

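Dppa3 encodes a maternal factor that accumulates during oocyte growth, and CG methylation in its absence was compared between 2 control FGO and 2 Dppa3 KO FGO libraries. The genome-wide CG methylation level was 39.61% and 40.04% in the control replicates and 64.3% and 63.7% in the KO replicates. The means were 39.8% (SD 0.311, n = 2) and 64.0% (SD 0.467, n = 2), a difference of 24.2 percentage points and a 1.61-fold level. Autosomes went from 39.7% to 63.7%, and the X chromosome from 42.5% (SD 0.961) to 72.9% (SD 0.0321), a difference of 30.4 percentage points. Among the autosomes, chromosome 3 had a difference of 29.7 percentage points and chromosome 5 one of 20.2. The exact two-sided permutation p of the genome-wide difference was 0.333 (n = 2 and 2), the smallest that 2 against 2 libraries allow.

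Intergenic sequence had the largest difference among the genomic contexts, with 27.4% (SD 0.870) in control FGOs and 62.2% (SD 0.482) in Dppa3 KO FGOs. Introns and exons started higher, at 52.4% (SD 0.685) and 55.2% (SD 1.59), and both reached 70.1% in KO FGOs. Promoters went from 10.3% (SD 0.659) to 23.9% (SD 0.124). CpG islands within promoters, which are the least methylated sequence of most mammalian genomes, were at 3.75% (SD 0.193) in control FGOs and 13.4% (SD 0.698) in KO FGOs, while promoter sequence outside islands went from 22.0% to 43.5%. CpG islands as a whole went from 20.04% (SD 1.44) to 35.1% (SD 0.0920). Soft-masked sequence, most of it repeats, was 25.9 percentage points higher in KO FGOs, and sequence that was not masked 23.8. The exact two-sided permutation p of each context was 0.333 (n = 2 and 2).

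**Figure D1:**
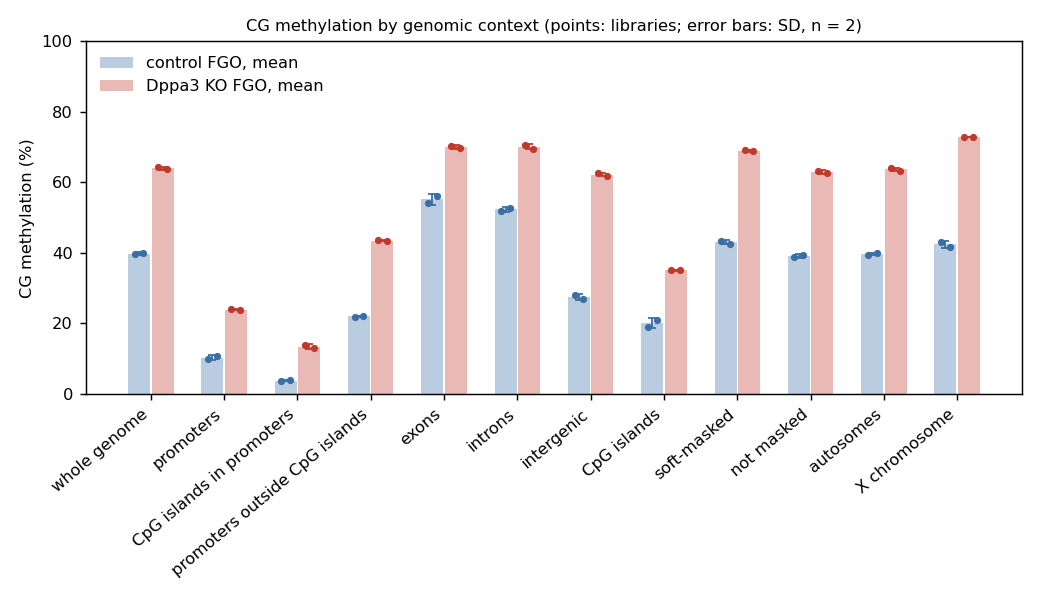
CG methylation level of genomic contexts in the control and Dppa3 KO FGO libraries.

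Most 10-kb windows gained CG methylation in Dppa3 KO FGOs. Of 251558 windows tested, 159048 rose and 2293 fell, and 90217 were not called. The median window level was 24.9% in control FGOs and 71.3% in KO FGOs, and the median difference was 29.4 percentage points with quartiles of 1.98 and 51.6. Outside genes 81.9% of 117073 windows rose, against 43.9% of 97604 windows inside genes, and the median differences were 42.4 and 5.09 percentage points. The median control level was 17.4% outside and 61.5% inside genes, and this contrast was not matched on it. Windows already highly methylated have little room to rise. Both KO libraries were above both control libraries in 72.1% of windows and below them in 6.55%, where chance alone gives 16.7% in each direction. The count of windows that fell depended on single libraries: it was 3950 without control replicate 1 and 1111 without KO replicate 2.

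The windows that were least methylated in control FGOs had the largest gain. Windows at 0 to 20% in control replicate 1 numbered 109029, and their median level was 7.43% in control replicate 2 and 59.2% in KO FGOs, with 96.0% of them rising. For windows at 20 to 40% and at 40 to 60% the median differences were 41.2 and 18.3 percentage points. At 60 to 80% the median difference was 4.05 percentage points, with 27.9% of windows rising and 3.20% falling. At 80 to 100% the median difference was -1.18 percentage points, and it was 0.206 with the classes set on control replicate 2, so no direction is given for this class. Its median level in control replicate 2 was 94.5%, which left little room to rise. Windows below 20% made up 43.3% and 46.2% of windows in the control libraries and 1.73% and 2.01% in the KO libraries.

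**Figure D2:**
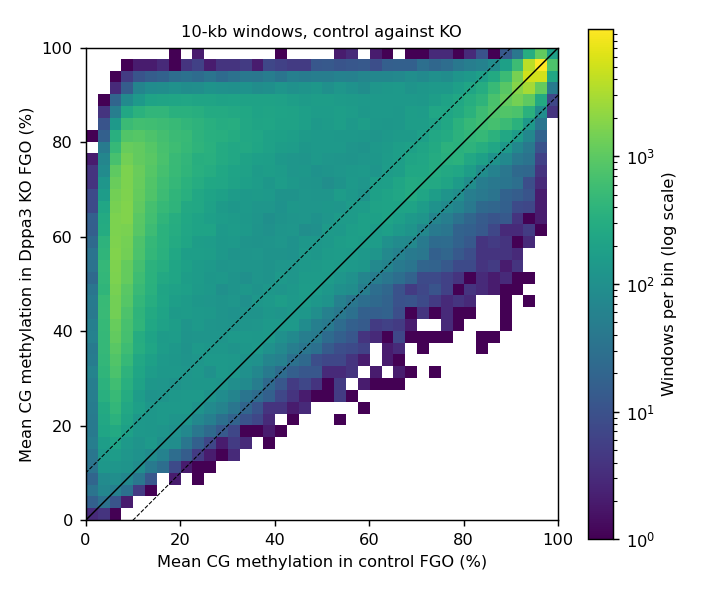
CG methylation level of 10-kb windows in control and Dppa3 KO FGOs.

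Single windows went from nearly unmethylated to nearly complete methylation. The window at chromosome 2:147460001-147470000 (mm10), between genes and 66.7 kb from Pax1, rose from 7.77% (SD 4.84) to 94.7% (SD 1.501), with an edgeR adjusted p of 9.69e-11. The window at 2:174610001-174620000, 23.5 kb from Zfp831, rose from 9.79% (SD 3.04) to 95.5% (SD 1.86). The largest falls lay in genes that were highly methylated in control FGOs. A window of Map4k3 (17:80680001-80690000) fell from 89.5% (SD 2.63) to 41.1% (SD 1.36) with an edgeR adjusted p of 5.18e-09, a window of Dock5 (14:67890001-67900000) fell from 85.7% (SD 2.78) to 38.7% (SD 1.47), and after windows of Ak7 and Nr2c1 a window of Tead1 (7:112690001-112700000) fell from 83.1% (SD 3.76) to 39.3% (SD 0.312).

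Promoters gained methylation at 10234 of 25441 genes, and 174 promoters fell. The median promoter level was 3.07% in control FGOs and 20.8% in KO FGOs, with a median difference of 5.42 percentage points. Promoters without a CpG island rose at 5795 of 10248 genes, and their median level went from 8.36% to 55.1%, with a median difference of 21.9 percentage points. Promoters with a CpG island rose at 4439 of 15193 genes, and their median KO level was 6.39%, with a median difference of 2.65 percentage points. Protein-coding genes rose at 37.1% of promoters and lncRNA genes at 47.8%. Both KO libraries were above both control libraries at 65.5% of promoters and below them at 5.87%, where chance alone gives 16.7% in each direction. The count of promoters that fell was 375 without control replicate 1, 90 without KO replicate 1 and 48 without KO replicate 2.

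The promoter of Dppa3 itself (6:122625410-122626910) was at 10.5% (SD 1.86) in control FGOs and 9.97% (SD 9.69) in KO FGOs, on 32 reads in the library with the fewest and with an edgeR adjusted p of 0.753. The Dppa3 promoter difference was -1.85 percentage points without control replicate 1, 0.775 without control replicate 2, -7.39 without KO replicate 1 and 6.31 without KO replicate 2. The promoter of Chkb, a choline kinase gene, was at 1.12% (SD 0.966) and 3.49% (SD 0.543), with an edgeR adjusted p of 0.0992.

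Most maternally methylated imprinted promoters, which acquire methylation in the growing oocyte, were highly methylated in both groups. The median of the 14 measured promoters was 92.3% in control FGOs and 93.3% in KO FGOs, and 11 of them were above 80% in both control libraries. Peg3 was at 95.5% (SD 0.825) and 93.3% (SD 5.15), and Kcnq1ot1 was at 95.6% (SD 6.20) and 95.5% (SD 1.91). Of the other 3, Peg10 was at 74.5% (SD 1.88) and 81.6% (SD 7.15), and Plagl1 was nearly unmethylated at 5.36% (SD 4.75) and 2.13% (SD 1.75). Only the promoter interval of Impact rose, from 0.951% (SD 0.0840) to 20.4% (SD 13.2), and that interval holds no CpG island. Intervals were set at the gene start, and the control regions that carry the imprints of Plagl1 and Impact were not measured on their own. The values of these 2 intervals therefore do not show the state of those regions. The Impact promoter difference was 10.2 percentage points without KO replicate 2. The differences of the uncalled promoters of Peg3, Kcnq1ot1, Peg10 and Plagl1 depended on single libraries. The Peg3 promoter difference was -5.86 without KO replicate 1 and 1.42 without KO replicate 2, and the Peg10 promoter difference was 12.2 without KO replicate 1 and 2.09 without KO replicate 2. The Kcnq1ot1 promoter difference was -4.48 and 4.29 without control replicates 1 and 2, and -1.44 and 1.26 without KO replicates 1 and 2. The Plagl1 promoter difference was 0.128 and -6.59 without control replicates 1 and 2, and -1.999 without KO replicate 2. The count was 1 adjusted over all promoters and 1 adjusted over the list alone. The median difference was 0.198 percentage points, and camera placed the list below the other promoters (adjusted p = 0.00261, and adjusted p = 0.306 with an estimated correlation). Random lists matched on control level and cytosine number had a median of -0.398. At a minimum of 5 reads 0 of 10 maternally methylated imprinted genes rose.

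Of 4 promoters of genes listed with paternally methylated imprinted regions, 3 rose, and 3 did when adjusted over the list alone. Such regions are normally free of methylation in oocytes, and the promoters were taken at the gene starts. Dlk1 rose from 1.04% (SD 1.48) to 49.0% (SD 12.2) with an edgeR adjusted p of 2.04e-10, Rasgrf1 from 1.10% (SD 0.0129) to 21.5% (SD 3.49), and H19 from 7.67% (SD 3.40) to 24.7% (SD 4.20) with an edgeR adjusted p of 0.00527. Meg3 was at 5.97% (SD 1.80) and 13.3% (SD 5.18) and was not called, and the Meg3 promoter difference was 3.68 percentage points without KO replicate 1. The imprinting control region upstream of H19 (7:142580248-142582833) was at 4.73% (SD 2.56) and 4.01% (SD 2.37). It was the only such control region measured here, so the rises at gene starts do not show that paternal imprints were gained. The call of H19 was lost without control replicate 1, where its edgeR adjusted p was 0.0630, and without KO replicate 1, where it was 0.177. It was also lost with the libraries thinned, where the edgeR adjusted p was 0.0670, and with promoters of 500 bp either side of the gene start, where the H19 promoter difference was 11.2 percentage points with an edgeR adjusted p of 0.0719. In each of these settings 2 of 4 promoters rose. The median difference of the list was 18.7 percentage points, and matched random lists had a median of 13.04. Camera gave an adjusted p = 0.354, and an adjusted p = 0.514 with an estimated correlation.

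Oocyte and maternal factor genes had few calls. Of 24 measured promoters 3 rose, also when adjusted over the list alone. Sohlh1, a transcription factor of early oocyte development, rose from 6.97% (SD 1.02) to 50.8% (SD 6.89), Pdzk1ip1 from 1.36% (SD 0.348) to 35.05% (SD 6.59), and Nlrp5, a maternal effect gene, from 3.40% (SD 1.60) to 18.4% (SD 10.9). The call of Nlrp5 was lost without KO replicate 1, where the Nlrp5 promoter difference was 7.27 percentage points with an edgeR adjusted p of 0.389, and the difference was 22.7 without KO replicate 2. The median difference of the list was -1.16 percentage points and its mean 3.47, against a median of 23.3 in matched random lists, and none of the 10000 random lists had a median as low. At a minimum of 5 reads 0 of 8 oocyte and maternal factor genes rose. Camera placed the list below the other promoters (adjusted p = 6.5e-06, and adjusted p = 0.212 with an estimated correlation).

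Germline genes rose at 11 of 28 promoters, and at 11 when adjusted over the list alone. Sycp1, a component of the synaptonemal complex, rose from 3.07% (SD 0.5999) to 62.9% (SD 4.66), Tex101 from 17.1% (SD 9.65) to 86.8% (SD 2.14), and Mov10l1, an RNA helicase of the piRNA pathway, from 8.94% (SD 2.86) to 62.6% (SD 1.18). The median difference was 4.26 percentage points, against 6.90 in matched random lists, and camera's direction was below the other promoters without passing the test (adjusted p = 0.588, and adjusted p = 0.799 with an estimated correlation). Of 34 listed two-cell and zygotic activation genes only 9 promoters were measured, so the values do not stand for the whole list. Of these 9 promoters 2 rose, also when adjusted over the list alone. Duxf3, of the Dux family of early embryonic activators, rose from 17.5% (SD 1.53) to 65.5% (SD 1.28), and Zfp809, a repressor of retroviral elements, from 0.403% (SD 0.569) to 18.8% (SD 2.71). The median difference of that list was 6.40 percentage points, against 7.06 in matched random lists, while camera's direction was below the other promoters without passing the test (adjusted p = 0.491, and adjusted p = 0.594 with an estimated correlation).

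DNA methylation and heterochromatin factors rose at 5 of 23 promoters, and at 5 when adjusted over the list alone. Tet1, a dioxygenase that oxidises 5-methylcytosine, rose from 13.2% (SD 8.53) to 88.7% (SD 3.12), and Dnmt3a, a de novo DNA methyltransferase, from 3.74% (SD 1.52) to 47.5% (SD 7.75). The Tet1 interval (10:62908496-62909996) holds no CpG island. In the library with the fewest, it had 8 cytosines and 44 reads, and the Dnmt3a interval had 9 and 51. Tdg, a thymine DNA glycosylase, rose from 1.97% (SD 1.69) to 29.1% (SD 0.0604). The median difference was 4.57 percentage points, against 9.16 in matched random lists, and 2 of 13 promoters rose with at least 20 cytosines. On all 23 promoters camera's direction was below the other promoters without passing the test (adjusted p = 0.750, and adjusted p = 0.799 with an estimated correlation).

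Granulosa and somatic ovary genes, which are markers of the cells around the oocyte, rose at 12 of 17 promoters, and at 12 when adjusted over the list alone. Fshr, the receptor of follicle-stimulating hormone, rose from 5.36% (SD 3.83) to 85.4% (SD 2.61) with an edgeR adjusted p of 1.54e-12. Cyp19a1, which encodes aromatase, rose from 10.2% (SD 3.22) to 72.4% (SD 4.69), and Inhbb, a subunit of inhibin B and activin B, from 0.299% (SD 0.422) to 53.1% (SD 5.70). The median difference was 23.0 percentage points, above 99.04% of matched random lists, whose median was 3.71. Camera gave an adjusted p = 0.0644, and an adjusted p = 0.422 with an estimated correlation. Among 18 housekeeping promoters only Gusb rose, from 0.389% (SD 0.551) to 29.5% (SD 2.14), and 1 rose when adjusted over the list alone. That count was 2 without control replicate 1 and 3 without KO replicate 1, and it was 2 of 10 at a minimum of 5 reads and 3 of 16 on cytosines shared by all 4 libraries. The housekeeping median difference was 3.004 percentage points, against 6.31 in matched random lists, and camera's direction was below the other promoters without passing the test (adjusted p = 0.212, and adjusted p = 0.422 with an estimated correlation).

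Pluripotency genes rose at 6 of 15 promoters, and at 6 when adjusted over the list alone. Zfp42, also called Rex1, rose from 2.80% (SD 2.31) to 73.5% (SD 4.45), Utf1 from 1.20% (SD 1.03) to 71.9% (SD 3.99), and Nanog from 4.99% (SD 3.91) to 55.6% (SD 5.17). The median difference was 3.94 percentage points, against 8.29 in matched random lists, and 3 of 11 promoters rose with at least 20 cytosines. On all 15 promoters camera gave an adjusted p = 0.955, and an adjusted p = 0.957 with an estimated correlation.

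Developmental transcription factors gained methylation almost throughout, at 53 of 58 promoters, and at 53 when adjusted over the list alone. Neurod1, a factor of neuronal and endocrine differentiation, rose from 0.883% (SD 1.25) to 67.6% (SD 0.714), Nkx2-5, a cardiac factor, from 2.03% (SD 0.519) to 67.1% (SD 7.25), and Otx2, a factor of head development, from 0.390% (SD 0.551) to 60.9% (SD 8.69) with an edgeR adjusted p of 2.74e-14. All 10000 matched random lists had a smaller median difference. Camera placed the list above the other promoters (adjusted p = 6.0e-09, and adjusted p = 0.212 with an estimated correlation). Hox genes, which pattern the body axis, rose at 32 of 37 promoters, and at 32 when adjusted over the list alone, with a median difference of 22.9 percentage points, against 4.96 in matched random lists. Hoxc5 rose from 1.0097% (SD 0.485) to 57.5% (SD 2.47) and Hoxd12 from 1.03% (SD 0.0194) to 54.9% (SD 1.67). Camera gave the Hox list an adjusted p = 6.5e-06, and an adjusted p = 0.422 with an estimated correlation.

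Receptor families of the nose had the largest median differences of all lists, and part of this went with their promoter class, since random lists matched on control level and cytosine number had medians of 31.9 for the olfactory and 31.7 for the vomeronasal list. Olfactory receptor genes rose at 135 of 155 promoters and fell at 1, or 136 and 1 when adjusted over the list alone, with a median difference of 51.6 percentage points, above all 10000 matched random lists. Olfr1270 rose from 9.40% (SD 0.0417) to 96.1% (SD 5.55) and Olfr547 from 3.90% (SD 5.52) to 89.9% (SD 1.47). Camera placed the list above the other promoters (adjusted p = 1.1e-06, and adjusted p = 0.212 with an estimated correlation). Vomeronasal receptor genes rose at 16 of 23 promoters, and at 16 when adjusted over the list alone, with a median difference of 45.9 percentage points, which lay inside the 95% range of matched random lists (13.9 to 49.3). The counts of both lists depended on how many promoters could be measured. Members with fewer than 5 informative cytosines in any library were not tested, so the values hold for the measured part of each family. Olfactory receptor genes rose at 73 of 91 promoters with the libraries thinned, 67 of 76 with promoters of 500 bp either side of the gene start and 41 of 49 on cytosines shared by all 4 libraries, and vomeronasal receptor genes at 5 of 10, 4 of 7 and 2 of 4. Vmn2r4 rose from 7.25% (SD 5.21) to 84.6% (SD 1.10). Camera gave that list an adjusted p = 0.102, and an adjusted p = 0.422 with an estimated correlation.

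Clustered protocadherin genes, which encode neuronal adhesion molecules, rose at 43 of 52 promoters, or 44 when adjusted over the list alone, with a median difference of 26.3 percentage points, which lay inside the 95% range of matched random lists (7.09 to 29.4, median 17.3). They rose at 25 of 36 promoters on cytosines shared by all 4 libraries and at 20 of 21 with at least 20 cytosines. Pcdhga1 rose from 2.40% (SD 0.951) to 71.7% (SD 3.52). Camera gave the list an adjusted p = 0.000285, and an adjusted p = 0.422 with an estimated correlation. Zinc finger protein genes rose at 30.2% of 338 promoters and fell at 1, with the same counts when adjusted over the list alone, and their median difference of 4.04 percentage points lay above only 2.74% of matched random lists. Zfp831 rose from 9.21% (SD 2.68) to 91.3% (SD 1.02) and Zfp799 from 1.65% (SD 2.33) to 81.0% (SD 5.55). Camera gave the list an adjusted p = 0.750, and an adjusted p = 0.799 with an estimated correlation. Histone genes rose at 25 of 61 promoters, and at 25 when adjusted over the list alone, with a median difference of 5.18 percentage points, against 4.34 in matched random lists. H2al3 rose from 8.38% (SD 11.8) to 91.2% (SD 2.41), and camera gave an adjusted p = 0.349, and an adjusted p = 0.466 with an estimated correlation.

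X-linked genes rose at 453 of 744 promoters and fell at 3, or 455 and 6 when adjusted over the list alone. Their median difference was 25.9 percentage points, above all 10000 matched random lists, whose median was 8.55. X-linked promoters with a CpG island rose at 53.3% of 439 genes, against 28.5% of 14754 autosomal ones. Egfl6 rose from 2.62% (SD 0.558) to 92.5% (SD 3.69) and Pabpc5 from 1.75% (SD 2.48) to 90.5% (SD 4.28). Camera placed the list above the other promoters (adjusted p = 0.00434, and adjusted p = 0.422 with an estimated correlation). Across the 17 lists, 7 passed camera with the preset correlation and 0 with an estimated one. The 2 settings differ in more than correlation, since few degrees of freedom left little room to pass with the estimated one. The estimate was -0.0131 for maternally methylated imprinted genes, -0.000101 for olfactory receptor genes and 0.00545 for oocyte and maternal factor genes. These lie below the preset 0.01, yet none of these lists passed with the estimate. It was above the preset for Hox (0.228), clustered protocadherin (0.0782) and X-linked genes (0.0408) and developmental transcription factors (0.0182). The camera p-values of these lists with the preset thus rest on a correlation below their estimate. At a minimum of 5 reads fewer promoters were measured, and the counts that rose were 4 of 14 germline genes, 5 of 7 granulosa and somatic ovary genes, 34 of 38 developmental transcription factors, 19 of 21 Hox genes, 8 of 10 olfactory receptor genes, 19 of 22 clustered protocadherin genes, 55 of 200 zinc finger protein genes, 12 of 37 histone genes and 173 of 341 X-linked genes. With at least 20 cytosines they were 6 of 18 germline genes, 7 of 8 granulosa and somatic ovary genes, 2 of 2 olfactory receptor genes, 55 of 218 zinc finger protein genes, 15 of 42 histone genes and 175 of 350 X-linked genes. In that setting 0 of 6 oocyte and maternal factor genes, 0 of 10 maternally methylated imprinted genes and 0 vomeronasal receptor genes rose.

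**Figure D3:**
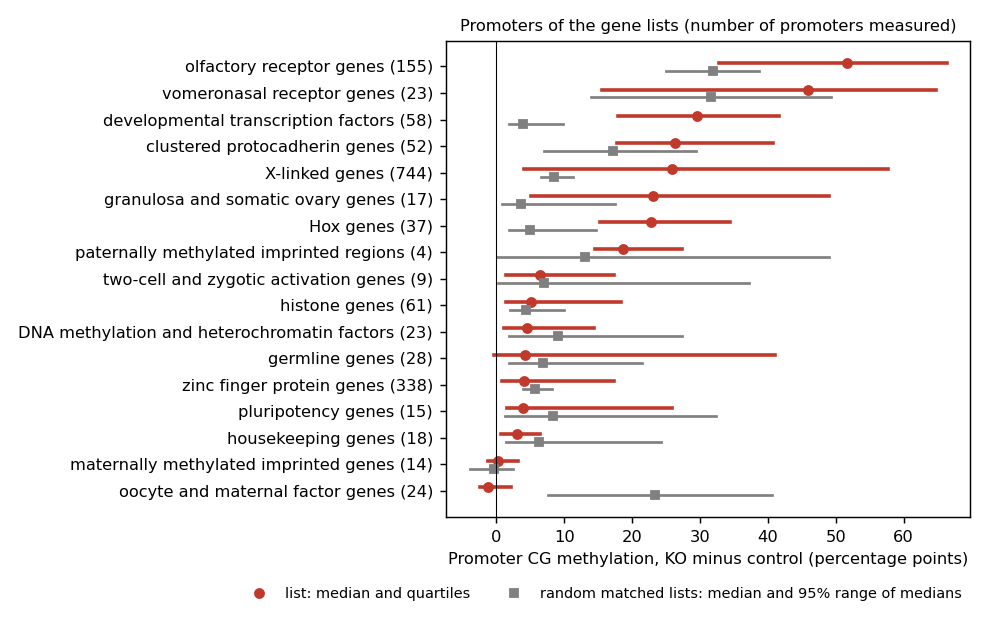
Promoter methylation differences between Dppa3 KO and control FGOs for the 17 gene lists.

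Among single autosomal promoters, Htr1f, a serotonin receptor gene (16:65105354-65106854), rose from 1.20% (SD 1.69) to 90.6% (SD 4.98) with an edgeR adjusted p of 1.76e-16. Morc2b (17:33139183-33140683) rose from 6.10% (SD 1.499) to 94.5% (SD 0.633), and Col8a2, a collagen gene, from 1.40% (SD 0.244) to 87.7% (SD 4.93) with an edgeR adjusted p of 1.17e-16. The largest falls were at promoters that were methylated in control FGOs. Zdhhc18 (4:133649654-133651154) fell from 89.95% (SD 7.26) to 36.1% (SD 0.227) with an edgeR adjusted p of 5.15e-06. Zfp128 (7:12880177-12881677) fell from 63.8% (SD 6.67) to 14.2% (SD 3.09) with an edgeR adjusted p of 2.64e-06. Akap5, which encodes a kinase anchoring protein (12:76323891-76325391), fell from 82.4% (SD 4.10) to 33.3% (SD 0.154), and Ggnbp2 (11:84870317-84871817) fell from 61.5% (SD 16.3) to 13.2% (SD 0.288).

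**Figure D4:**
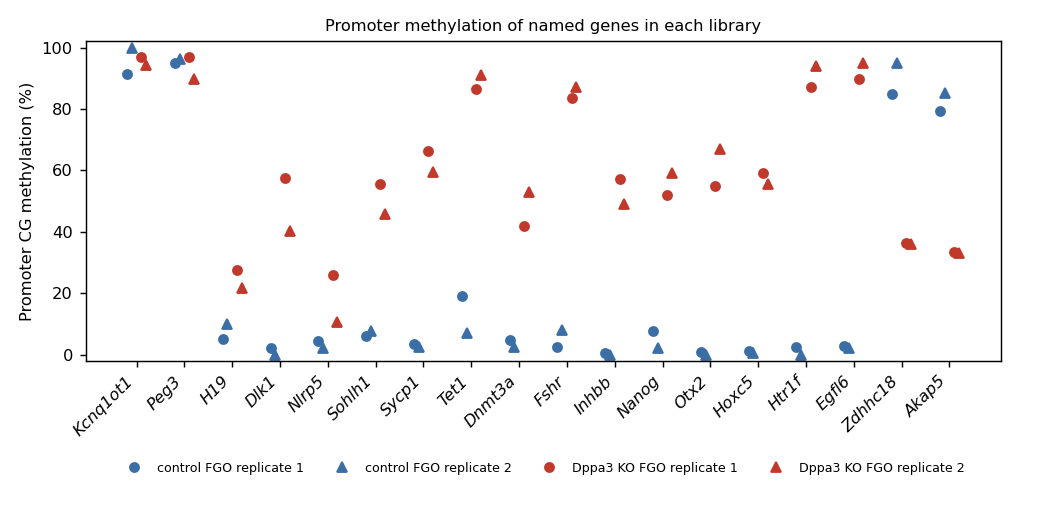
CG methylation level of named promoters in the control and Dppa3 KO FGO libraries.

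Libraries of a group were close over 5145 windows of 500 kb, with a Pearson correlation of 0.992 between the control FGO libraries and 0.985 between the KO FGO libraries. Between a control and a KO library the correlation ranged from 0.286 to 0.378. Over 10-kb windows it was 0.985 within control FGOs and 0.949 within KO FGOs.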

Values the study reported

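The study reported a global CG methylation level of 39.8% in heterozygous control FGOs and 39.2% in wild-type FGOs. For Dppa3 KO FGOs it gave 64.2%, which it described as 1.6-fold above the control with a difference of 24.4%. It counted 168,120 regions with altered methylation in KO FGOs and called 165,899 of them hypermethylated.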

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

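The test of bisulfite conversion was chosen after the result was seen, and the thinning of the libraries, planned before the data were examined, was taken as the test of depth only after its result was seen. Cytosines with more than 100 reads, which the level estimates left out, were at 29.9% (SD 2.94) in control FGOs and 79.6% (SD 0.135) in Dppa3 KO FGOs, a difference of 49.7 percentage points. Most of these reads came from 1 locus, 2:98662264-98667326, which held 31428342 of 38791674 reads in control replicate 1 and 45351487 of 55109695 in KO replicate 1. With each cytosine weighted alike, the levels were 26.5% and 19.9% in the control libraries and 60.1% and 57.1% in the KO libraries. These cytosines held 13.3% and 15.4% of read calls in the control libraries and 13.8% and 13.7% in the KO libraries. At 2:98662264-98667326, where 67.2% of 119 such cytosines were soft-masked, the level was 30.5% (SD 3.14) in control FGOs and 80.8% (SD 0.0356) in KO FGOs. Reads from several copies of a repeated sequence were not told apart here. The study reported higher methylation of the major satellite repeat in KO FGOs, and whether these reads belong to it was not tested. At 17:39843043-39848763, which overlaps a ribosomal RNA sequence, the level was 10.4% (SD 0.642) and 43.5% (SD 2.9996). Of 15 such loci, 14 were higher in both KO libraries and 0 were lower.

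The higher CG methylation of Dppa3 KO FGOs was weighed against 3 technical explanations. Incomplete bisulfite conversion in the KO libraries would have set unmethylated promoters with a CpG island to a median level of about 40.2%, and that median was 6.39%. Reads of somatic cells, in which maternally methylated imprinted promoters carry methylation on 1 of 2 alleles, would have lowered those promoters by at least 10 percentage points, and the median level of the 11 promoters above 80% in both control libraries was 0.9998 percentage points higher in KO FGOs, with Peg3 the lowest difference at -2.22. With the libraries thinned to the same total of read calls, the genome-wide difference was 24.3 percentage points. The conversion and somatic tests asked only whether 1 source made the whole rise, so they do not exclude a smaller share. The study lists near-complete bisulfite conversion for the FGO libraries of both groups. None of the 3 explanations accounted for the whole rise. The loss of Dppa3 may underlie the higher level, as a hypothesis from the same data.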

How the results depend on the processing

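With each library left out in turn, the lone library of a group is assumed to vary like the other group. The restriction to cytosines with 3 to 100 reads in all 4 libraries was chosen after the data were seen. At a minimum of 10 reads, the difference between Dppa3 KO and control FGOs was 24.8 percentage points genome-wide, 17.7 in promoters and 16.8 in CpG islands. The same setting left 573 windows, of which 228 rose and 0 fell, and 52 promoters, of which 22 rose and 0 fell. At a minimum of 5 reads, 1470 windows fell, and 4132 promoters rose and 37 fell. With no maximum, which adds the cytosines above 100 reads, the genome-wide difference was 28.5 percentage points. Most reads of the added cytosines came from the locus 2:98662264-98667326. On cytosines shared by all 4 libraries the promoter difference was 14.3 percentage points, and 95 promoters fell. Over 746515 windows of 2 kb, 386547 rose and 8433 fell. With a difference above 20 percentage points, 577 windows fell. With replicates combined and the difference alone, 165511 of 253938 windows were higher in KO FGOs by more than 10 percentage points and 2150 were lower. With at least 20 cytosines, 4007 promoters rose and 73 fell. With limma 107 promoters fell, and with the chi-square test on summed replicates 482 fell. With classes set on control replicate 2, the median differences for the 3 lowest classes were 48.5, 36.6 and 16.96 percentage points. No list passed camera with an estimated correlation, where the count was 0, a setting in which a pass was hardly possible with 4 libraries.

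With 1 library left out, the genome-wide difference ranged from 23.9 to 24.5 percentage points, promoters from 13.2 to 14.1 and CpG islands from 14.1 to 16.1. Windows that rose ranged from 147959 to 159774 and windows that fell from 1111 to 3950. Promoters that rose ranged from 8799 to 10782 and promoters that fell from 48 to 375.

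With a replicate block, 158270 windows rose and 2196 fell, and 9979 promoters rose and 125 fell, and it changed no call of a named promoter or window. Promoters that rose were then 128 for olfactory receptor genes, 15 for vomeronasal receptor genes, 41 for clustered protocadherin genes, 29.9% of 338 for zinc finger protein genes, 24 for histone genes and 442 for X-linked genes, with no change in the other lists. The samples of a block share only a number, and the correlation of their residual levels was -0.0214 over windows and -0.0163 over promoters, so the pairing was not used.

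Small differences of promoters that were not called changed sign. Dppa3 differed by 1.51, 0.625, 2.79 and 0.725 percentage points in 4 settings, and from -7.39 to 6.31 with 1 library left out, including 0.775. Peg3 ranged from -5.86 to 1.42 with 1 library left out. Kcnq1ot1 differed by 1.51, 0.946 and 4.99 in 3 settings, and from -4.48 to 4.29 with 1 library left out, including 1.26. Peg10 differed by -3.86 on cytosines shared by all 4 libraries, and ranged from 2.09 to 12.2 with 1 library left out. Plagl1 ranged from -6.59 to 0.128 with 1 library left out. H19 was no longer called with the libraries thinned to the same total of read calls (14.01 percentage points, edgeR adjusted p 0.0670), nor with promoters of 500 bp either side of the gene start (11.2, adjusted p 0.0719), and was lost without control replicate 1 (14.6) and without KO replicate 1 (14.1). Nlrp5 was lost without KO replicate 1 (7.27). Stricter settings left some of the 71 named promoters and windows without a value. At a minimum of 10 reads 1 was measured, at a minimum of 5 reads 39, and with at least 20 cytosines 42. Counts of promoters that rose in single gene lists moved by over 1.5 times in 50 planned and 4 added combinations of list and setting, most of them where fewer promoters of the list were measured, and all other named values kept their call. No promoter or window of the text was called in the opposite direction.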

Other observations

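Gene bodies followed the control level as windows did. Among 18006 protein-coding genes, 5051 gene bodies below 20% in control replicate 1 had a median of 6.46% in control replicate 2 and 52.2% in Dppa3 KO FGOs. The 5490 gene bodies above 80% had medians of 89.8% and 87.9%. Classes of gene bodies were not set on control replicate 2, so no direction is given for these. CpG islands outside promoters that were mostly not soft-masked numbered 20998, with a median level of 10.9% in control FGOs and 65.2% in KO FGOs. Their median difference was 9.64 percentage points, and 48.3% of them had a mean difference above 10 percentage points with both KO libraries above both control libraries. The 12679 islands in promoters had medians of 0.934% and 4.97%, with a median difference of 2.32 percentage points.

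The 2293 windows that fell had a median level of 83.2% in control FGOs and 65.2% in KO FGOs, a median difference of -15.8 percentage points, and 76.0% of them lay inside a gene. Of all 251558 windows tested, 97604 lay inside a gene. The median control level was 61.5% inside and 17.4% outside genes. Only methylated windows can fall, and the share inside genes was not matched on control level. They overlapped 1089 protein-coding genes, of which 362 held at least 2. Aff3 held 26 of them among 50 windows tested, of which 4 rose, with a mean level of 84.4% (SD 1.52) in control FGOs and 61.7% (SD 3.06) in KO FGOs over the 26 windows chosen for falling. Sdk1, a cell adhesion gene, held 22 among 98 windows tested. Ryr2, the cardiac calcium release channel, held 17 among 56. These genes were picked after their values were seen, and the count of such windows was 3950 without control replicate 1 and 1111 without KO replicate 2.

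All tests in this part were set before the values they measure were seen. For the lower windows, chance at selection was tested on the other pair of libraries. Of 2129 windows picked for a level more than 10 percentage points lower in KO than in control replicate 1, 93.7% were also lower in KO than in control replicate 2, against 45.4% of windows matched on control level, an excess of 48.3 percentage points. Their median difference in replicate 2 was -16.7 percentage points, and 74.7% were lower by more than 10, against 11.6% of matched windows. With the shallow replicate 2 used to pick, 9770 windows were taken, of which 58.7% were lower in replicate 1, against 23.1% of matched windows, but the median difference was -1.35 percentage points and 16.3% were lower by more than 10, against 2.55% of matched windows. Sequence of another strain around the targeted gene was tested within 10 Mb of Dppa3, where 20 of 1937 windows fell and the rate was 1.13 times that elsewhere. Chance at selection therefore does not account for the set as a whole, although most windows picked on the shallow libraries were not lower by more than 10 percentage points. Lower methylation of some windows may be a real part of the KO state, as a hypothesis found and tested on the same data.

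Windows that were low in both control libraries gained methylation unequally, and spread from methylated neighbours could be a source. Windows beside a window above 80% would then have the higher KO level. They had the lower one, with a median difference over 5 classes of CG density of -27.2 percentage points against windows at least 100 kb away. Of the low windows, 3270 lay beside such a window and 54421 lay at least 100 kb away. The 2 sets were matched on CG density only and may differ in other ways, so the test does not exclude spread. Over the same classes the median KO level of all these low windows was lower where CG sites were denser, from 66.1% in the class with the fewest to 43.3% in the class with the most, and no explanation of that relation was tested.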
